A study of Mus musculus with 8 samples. Its data were reported in "Spatial Transcriptomics and Single-Nucleus Multi-Omics Analysis Revealing the Impact of High Maternal Folic Acid Supplementation on Offspring Brain Development" (2024).

How the data were processed

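Hippocampal nuclei of mouse pups at postnatal day 21 were profiled by the authors with the 10x Genomics single-nucleus multiome assay, which gives RNA (GEX) and chromatin accessibility (ATAC) of the same nuclei. Dams received folic acid (FA) at 2 mg/kg (moderate, MF) or 20 mg/kg (high, HF). Each diet had 2 libraries, called MF1, MF2, HF1 and HF2 here by the replicate number of the labels. The number of pups behind a library was not stated. Only the processed matrices deposited in GEO were used. Reads and fragment files were not analysed here.

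The deposited GEX matrices held UMI counts per gene and nucleus, made by the authors with Cell Ranger ARC on mm10 and not normalized. The deposited ATAC matrices held counts per peak and nucleus, with peaks called by the authors in each library on its own. Their values were mostly even, 81.1 to 83.1% of entries per library, as when both ends of a fragment in a peak are counted, so they were read as counts of transposition sites. The features carried gene symbols only. Symbols were matched to gene names of GENCODE M21 (GRCm38), and 31432 of 32285 features (97.4%) matched a single annotated gene, 58 lay on several genes and 795 matched none. GEX and ATAC were joined by barcode.

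Nuclei were kept with 500 to 7000 genes, under 2% mitochondrial UMIs and 1000 to 70000 ATAC counts. The authors also filtered on nucleosome signal and enrichment at transcription starts, which need fragment files and were not used here. Doublets were scored per library with Scrublet in Scanpy 1.11.5 at an expected rate of 0.03. The automatic threshold called 0, 0.222, 0 and 0.0345% of nuclei in MF1, MF2, HF1 and HF2, so a score of 0.05 was taken instead, after the scores and cluster sizes were seen and before any diet test. Nuclei over it made up 14.8, 14.4, 14.5 and 16.1%. They stayed in the data except in an alternative without them, but clusters whose median score lay over 0.05 were called mixed and kept out of every class. The mean share of mixed nuclei was 9.19% in MF and 9.80% in HF.

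Clustering used Scanpy 1.11.5 and anndata 0.12.19 on Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. Counts were scaled per nucleus and log transformed, 3000 variable genes were chosen across libraries, and 20 principal components and 20 neighbours fed Leiden clustering at resolution 0.8 (igraph 0.11.9). Haemoglobin, Ttr, Ptgds, Gm42418, AY036118, mitochondrial, ribosomal protein and sex marker genes (113 genes) were left out of the variable genes. No integration across libraries was applied. A cluster took the name of a class when at least 3 of its markers were among the 50 genes with the highest fold over all other nuclei, detected in at least 10% of its nuclei, when no other class had more markers in the top 10, and when classes did not tie. A cluster of low UMI depth also needed a marker in the top 10. Other clusters stayed unnamed. The classes were microglia (MG), oligodendrocytes (ODC) and their progenitors (OPC), astrocytes (AST), and neurons of the inhibitory (INH) and excitatory (EXC) kind. EXC nuclei were clustered again with 2000 variable genes at resolution 0.5 and named CA1, CA3, mature dentate granule (DG-M) and immature dentate granule (DG-i) by the same rule. These clusters were rebuilt from the counts, so their borders may differ from those of the authors.

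Library sums per cell type were tested, because nuclei of a library are not independent replicates. The tests used edgeR 4.0.16 and limma 3.58.1 on R 4.3.3, with TMM normalization, filterByExpr and the quasi-likelihood F test (two-sided). Genes were called at a Benjamini-Hochberg false discovery rate (FDR) under 0.05 and at least 1.2-fold, regions at FDR under 0.05. Alternatives were DESeq2 1.42.0, RLE normalization, no low-count filter, no fold minimum, each library left out in turn, the replicate number as a block, doublets left out, left-out genes returned to the clustering, higher Leiden resolution (1.6, and 1.0 in EXC) and a Wilcoxon rank sum test with nuclei as replicates (Bonferroni over all features, at least 1.2-fold, genes in at least 1% of nuclei). Shares of nuclei and CPM values were compared by an exact two-sided permutation test on the 4 library values, whose smallest possible p is 0.333, and adjusted by Benjamini-Hochberg within each family.

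Gene lists were ribosomal protein (RP, 86 genes), oxidative phosphorylation (OXPHOS, 89), folate and one-carbon (39), other abundant cytoplasmic messages (39), other translation factors (24), immediate early (19), glucocorticoid-responsive (18), erythroid (13), mitochondrial DNA (13) and choroid plexus (20) genes. RP and OXPHOS lists were made from symbols by rule and the others from general knowledge. Lists were tested with camera at a preset correlation between genes of 0.01 on log2 CPM (prior count 2), and again with the correlation estimated and with fry. RP, haemoglobin and Ttr were chosen after the study on these samples had been read, so they are not independent evidence. DG-i and DG-M were compared with library as a block.

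Named genes were chosen by rule: in each test up to 5 genes past the threshold with the smallest FDR whose CPM in both HF libraries lay on the same side of both MF libraries, and in every case Cmss1 and Filip1l in EXC, Jph1 and Tpt1 in DG-M and DG-i, the 4 haemoglobin genes, Ttr, Gm42418 and AY036118. For regions the number was 3, with regions over Cmss1 and Filip1l added. Haemoglobin CPM was the sum of Hba-a1, Hba-a2, Hbb-bs and Hbb-bt. For shares of nuclei with a UMI, nuclei were also thinned to 1000 UMIs. SE values are standard errors of the log2 fold change.

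Peaks of the 4 libraries were merged where they overlapped by at least 1 bp (bedtools 2.31.1). Regions with a peak in every library were tested, and the count of a region in a library was the sum over that library's own peaks in it. Regions of like width held 1 peak per library, with widths differing by under 20%. A gene's accessibility was the sum of regions over its body and 2000 bp upstream, and its correlation with expression used log2 of CPM plus 1 averaged per diet. Sequence copies were searched with BLAST 2.17.0 in GRCm38. Figures were drawn with matplotlib 3.10.9.

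The procedures were tested on simulated data. Counts were simulated from each cell type with 200 genes or regions changed by 1.5, 2 or 4-fold. The changed ones were drawn from genes or regions with higher counts, and the simulated libraries did not differ by replicate number. The edgeR procedure recovered 2.44 to 20.9% of genes changed 1.5-fold, 24.3 to 81.3% at 2-fold and 100% at 4-fold, with 2 to 7 unchanged genes called. For regions the recovery was 0 to 23.9%, 6.0 to 87.7% and 75.6 to 100%, with 0 to 12 unchanged regions called. The larger folds were added after the low recovery at 1.5-fold was seen. The Wilcoxon procedure made up to 31 false calls in 2000 simulated genes when depth differed between groups or changed genes altered the totals. Sex was checked by Xist and Y-linked counts, and all 4 libraries were male.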

Results

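The 4 deposited libraries held 14297 nuclei, of which 11518 (80.6%) passed the filters: 2899 in MF1, 2249 in MF2, 3473 in HF1 and 2897 in HF2. The retained share was 82.6, 75.9, 81.9 and 80.9%. Retained nuclei had a median of 6655 UMIs, 2773 genes and 17676.5 ATAC counts. Median UMIs per library were 6776, 6970, 6117 and 7053, and median ATAC counts were 16404, 22670, 15748 and 18461. Without the ATAC filter 12605 nuclei would have remained.

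Clustering on RNA gave 24 clusters. Excitatory-neuron-like nuclei numbered 1430, 1042, 1455 and 1280 in MF1, MF2, HF1 and HF2. The other classes were INH-like (215, 150, 189 and 225), AST-like (177, 254, 528 and 336), OPC-like (154, 117, 163 and 143), ODC-like (157, 101, 219 and 180) and MG-like (282, 126, 195 and 173). Among EXC nuclei, 850 were CA1-like, 490 CA3-like, 1937 DG-M-like and 917 DG-i-like. Another 234 were other excitatory neurons and 779 had no name. All nuclei of the 4 libraries entered the comparisons of all nuclei, including mixed and unnamed clusters.

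No class changed its share of nuclei beyond what 2 libraries per diet can separate. EXC made up 47.8 ± 2.12% of nuclei in MF and 43.0 ± 1.62% in HF (mean ± SD of 2 libraries), a difference of -4.79 percentage points (exact permutation p = 0.333, 0.5 after adjustment over 6 classes). That p is the smallest the design can give. Leaving out MF1 or MF2 moved the EXC difference most and by equal steps, to -3.29 and -6.29. AST rose from 8.70 ± 3.67% to 13.4 ± 2.55%, by 4.70 points (exact p = 0.333, adjusted 0.5). The values were 6.11 and 11.3% in MF and 15.2 and 11.6% in HF, so MF2 and HF2 were nearly equal. ODC rose by 1.31 points and OPC changed by -0.443 (both exact p = 0.333, adjusted 0.5). INH changed by -0.439 and MG by -1.87 (both exact p = 1). The MG difference rested on MF1, at 9.73% against 5.60, 5.62 and 5.97% in the other libraries, and became 0.191 without MF1. The INH difference became 0.724 without HF1.

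Within EXC, the DG-M share rose by 1.43 points (exact permutation p = 0.333), and DG-i and CA1 changed by -1.40 and -1.96 (both exact p = 0.667). These 3 had an adjusted p of 0.889 over 4 subtypes. CA3 changed by 0.382 (exact p = 1). Leaving out MF1 turned the CA3 difference to -0.509, and leaving out HF2 turned the DG-i difference to 0.709.

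**Figure D1:**
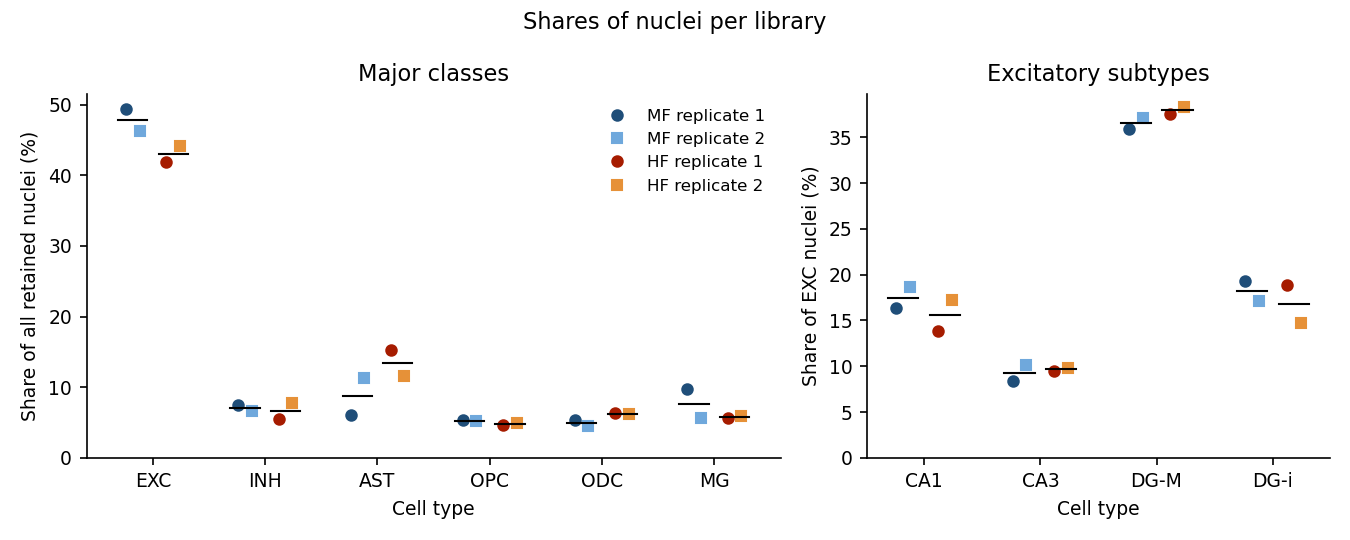
Share of nuclei per library, in percent of all retained nuclei for 6 classes (left) and in percent of EXC nuclei for 4 subtypes (right). Points are libraries (circle replicate 1, square replicate 2) and black bars are diet means.

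With the library as the unit, edgeR called 0 genes between diets in all nuclei, of 18373 tested and with 199 at unadjusted p under 0.05. It called 0 in EXC (16024 tested, 173 unadjusted), INH (12425, 243), AST (9082, 237), ODC (8527, 144), MG (7711, 237), CA1 (11840, 187), CA3 (11469, 204), DG-M (12798, 217) and DG-i (9262, 135). DESeq2 called 0 in every cell type. With the replicate number as a block, edgeR called 21 genes in all nuclei, 34 in MG, 14 in CA3 and 4 in EXC. It called 8 each in INH, DG-M and DG-i, 1 each in AST and CA1, and 0 in ODC. The labels pair no samples, so the block rests on an assumed pairing. The setting that moved the count in EXC most was the Wilcoxon test with nuclei as replicates, at 173 genes. Fits without 1 library called some genes in every cell type, up to 110 in all nuclei (without MF2), 15 in EXC and 35 in INH (without HF1) and 62 in ODC (without MF1). Both HF libraries lay on the same side of both MF libraries for 20.0 to 28.4% of genes per cell type, where relabeling alone gives 33.3%. In simulated EXC counts the procedure recovered 10.1% of genes changed 1.5-fold, 76.2% at 2-fold and 100% at 4-fold. At 2-fold it recovered 24.3% in DG-i, 30.3% in OPC, 31.7% in ODC, 33.3% in AST and 38.7% in MG. In the other types and in all nuclei that recovery was 57.14 to 81.25%. Changes of up to 2-fold could therefore have been missed, and most of them in DG-i, OPC, ODC, AST and MG. Larger changes could be missed too. The simulated changes lay in genes with higher counts only, and the simulated libraries did not differ by replicate number. In the data, Gm38407 in EXC (log2 of 4.05) and Il1rapl2 in CA3 (1.97) were not called.

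OPC was the exception, with 5 genes lower in HF (7466 tested, 186 at unadjusted p under 0.05) by edgeR and 0 by DESeq2. Splitting MF1 and HF2 from MF2 and HF1, with 1 library of each diet per side, also gave 5 genes in OPC by edgeR. Hba-a1 (chr11, start 32283511) fell by a log2 of -4.13 (SE 0.634, edgeR FDR 0.000382), with counts of 2165, 60, 48 and 52 in MF1, MF2, HF1 and HF2. Hbb-bt changed by -3.76 (SE 0.581, edgeR FDR 0.000382, counts 1149, 45, 41 and 30) and Grin2a (chr16, start 9567898) by -2.0 (SE 0.376, edgeR FDR 0.00648, counts 70, 28, 13 and 9). Hba-a2 (-4.12, SE 0.658) and Hbb-bs (-3.99, SE 0.644) shared an edgeR FDR of 0.000495, but their diets overlapped. The counts came largely from MF1. The fit without MF1 called 1 gene, which was none of the 5, and the Hba-a2 change became 0.06 there, while Grin2a stayed at -1.50 (FDR 1.0). The fit without HF2 called 9. With nuclei over the doublet score left out, 0 genes were called.

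Cmss1, Filip1l, Jph1 and Tpt1 were not called by edgeR with all 4 libraries. In EXC, Cmss1 changed by a log2 of -0.35 (SE 0.331), with 192 and 335 CPM in MF and 139 and 276 in HF, and became 0.11 without MF2. Filip1l changed by -0.51 (SE 0.273), with 34.4 and 56.8 CPM in MF and 23.8 and 40.1 in HF. It was called only without HF2, at -0.93 (edgeR FDR 0.0319). The ribosomal RNA transcripts Gm42418 and AY036118 changed by -0.31 and -0.47 in EXC. Jph1 rose by 0.32 (SE 0.231) in DG-M, from 312 and 378 CPM to 421 and 441, and by 0.60 (SE 0.257) in DG-i, from 102 and 94.6 to 125 and 178. Its diets did not overlap in either subtype, as 33.3% of genes would show by relabeling alone, and its edgeR FDR was 1.0 in both. Tpt1 changed by -0.27 (SE 0.252) in DG-M and by -0.42 (SE 0.351) in DG-i, where CPM was 719 and 385 in MF and 519 and 306 in HF, and its change became 0.11 without MF1.

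Ribosomal protein genes leaned lower in HF. Their median log2 fold change was -0.22 in EXC, with 81 of 83 genes lower, -0.23 in DG-M (80 of 83) and -0.35 in DG-i (79 of 83). Camera at its preset correlation gave p-values of 2.2e-09, 1.23e-09 and 1.37e-10 for EXC, DG-M and DG-i, and 3.67e-09, 3.07e-09 and 6.83e-10 after adjustment over 5 list tests. These calls did not hold once the correlation between genes was estimated, where camera gave 0.462, 0.453 and 0.431, nor under fry, which gave 0.658, 0.622 and 0.631. Both were run without the replicate number as a block, so differences by replicate number lie in their residual. The direction also changed when single libraries were left out, in fits that hold unequal replicate numbers per diet, so differences by replicate number enter them. Between libraries of the same replicate number, the RP share of UMIs was lower in HF in both granule stages. In DG-i it was 3.56% in MF1 against 2.60% in HF1, and 1.79% in MF2 against 1.40% in HF2. In DG-M the same pairs had 1.52 against 1.28% and 0.978 against 0.726%. The labels do not give this pairing. In EXC the median ran from -0.64 without HF1 to 0.09 without HF2, in DG-M from -0.62 to 0.04 without the same libraries, and in DG-i from -0.79 without HF1 to 0.15 without MF1. Genes of a list move together and are not independent replicates.

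OXPHOS genes in EXC had a median of -0.02, with 55 of 83 lower and a camera p-value of 0.0802 (0.100 adjusted). The median was -0.49 without HF1 and 0.30 without HF2. Folate and one-carbon genes in EXC had a median of -0.03, with 21 of 36 tested genes lower and a camera p-value of 0.755 (0.755 adjusted). None of the 36 was called by edgeR when adjusted over the list alone, where the smallest value was 0.948, or over all genes, and 0 had an unadjusted p under 0.05. The folate median became 0.06 without MF1.

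**Figure D2:**
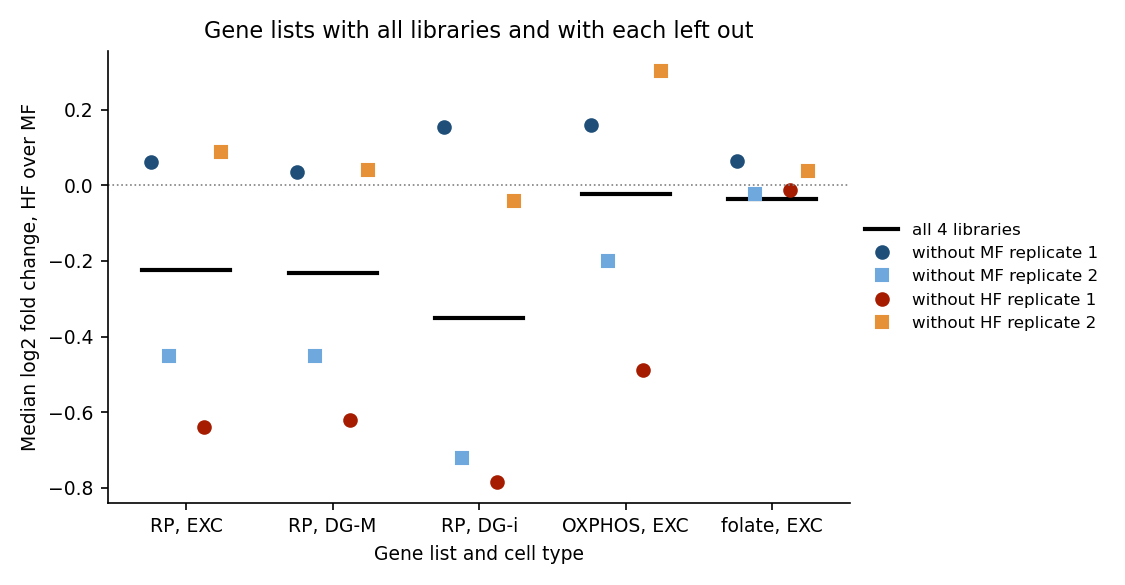
Median log2 fold change of HF over MF for gene lists in EXC, DG-M and DG-i. Black lines show all 4 libraries and points show the value with each library left out.

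The difference between granule neuron stages was steadier. RP genes were higher in DG-i than in DG-M in 83 of 83 genes, with a median log2 difference of 0.83. RP genes took 3.56, 1.79, 2.60 and 1.40% of UMIs in DG-i of MF1, MF2, HF1 and HF2, and 1.52, 0.978, 1.28 and 0.726% in DG-M. Median UMIs per nucleus were lower in DG-i, at 3161.5, 3123, 2949 and 2762 against 7726, 7552, 7931 and 7669 in DG-M. The values are relative to depth, so they do not show more RP UMIs per nucleus in DG-i. A background of like UMIs per nucleus was not tested for RP genes. Camera gave a p-value of 7.76e-17 and fry 0.00402, while camera with estimated correlation gave 0.223. Leaving out single libraries kept the median at 0.70 to 0.83, and a higher clustering resolution moved it most, to 0.66. The diet difference did not separate the stages: 0 genes had a different diet response in DG-i and DG-M by edgeR (498 at unadjusted p under 0.05).

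Haemoglobin transcripts were high in MF1 in every cell type. Over all nuclei they amounted to 1878 and 314 CPM in MF and 554 and 257 in HF, a log2 difference of -1.43 (exact permutation p = 0.667). The difference without MF1 was 0.37. In EXC the values were 1637 and 223 CPM in MF and 743 and 208 in HF (-0.97, and 1.09 without MF1), in OPC 15827 and 545 against 473 and 490 (-4.09), and in DG-M 2986 and 274 against 225 and 229 (-2.85). The log2 difference was -2.39 in INH, -1.51 in AST, -1.65 in ODC, -1.65 in MG, -1.58 in CA1, -0.71 in CA3 and -2.47 in DG-i. The smallest adjusted value over these 10 cell types was 0.556 by exact permutation. Without MF1 the difference turned to 0.05 in INH and 0.86 in CA3. As single genes the haemoglobin genes changed well beyond their errors in several types outside OPC, such as Hba-a1 by -1.66 in CA1 (SE 0.330, edgeR FDR 0.641) and by -2.88 in DG-M (SE 0.669, edgeR FDR 1.0), but none was called there.

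Ttr was highest in HF1 in 10 of 10 cell types. Over all nuclei it reached 11.2 and 0.149 CPM in MF (282 and 3 counts) and 178 and 3.37 in HF (5218 and 90 counts), a log2 difference of 4.01 (exact permutation p = 0.667). Without HF1 the difference was -0.75 and without MF1 it was 9.25, a fold that rests on 3 counts in MF2. In EXC the CPM values were 9.21 and 0.185 in MF and 67.4 and 1.38 in HF (2.87, and -1.77 without HF1). In AST the counts were 10 and 0 in MF and 1722 and 0 in HF, so no fold is given. In INH both HF libraries lay over both MF libraries, with 24 and 0 counts in MF and 174 and 65 in HF (3.37, and 2.32 without HF1, exact permutation p = 0.333). The adjusted exact permutation p of Ttr was 1 in all 10 cell types. In OPC and MG it did not pass the low-count filter of edgeR, which called it in none of the others.

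**Figure D3:**
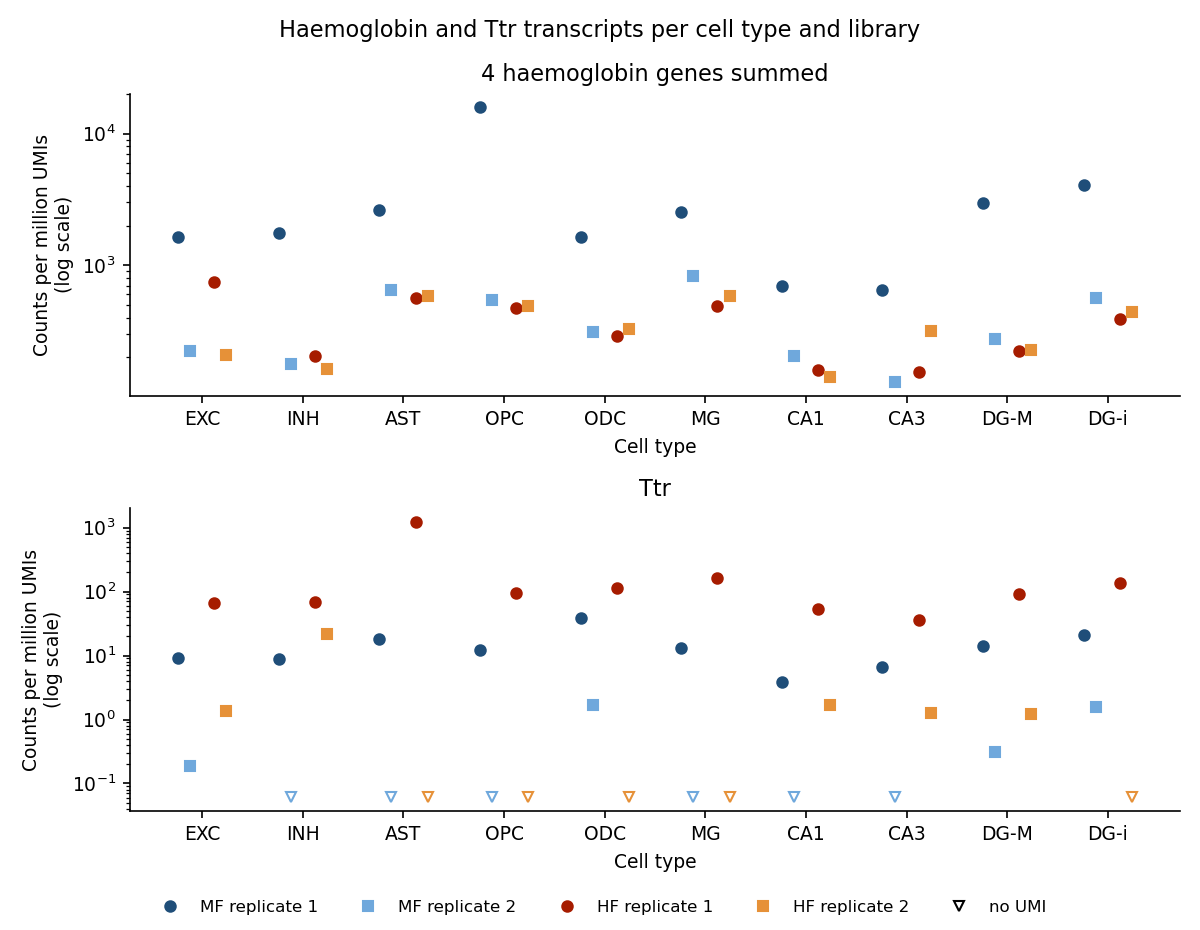
Summed haemoglobin CPM and Ttr CPM (log scale) per cell type. Points are libraries and open triangles mark libraries without a UMI.

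ATAC peaks numbered 188533, 217635, 191263 and 211711 in MF1, MF2, HF1 and HF2, with median widths of 875 to 878 bp. They merged into 253748 regions, of which 154785 (61%) had a peak in all 4 libraries. These shared regions held 94.4, 90.7, 94.3 and 91.5% of insertion counts in peaks.

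In all nuclei edgeR called 25 shared regions (15 higher in HF), with 6750 at unadjusted p under 0.05, and DESeq2 called 3. In EXC edgeR called 14 (4 higher, 5368 unadjusted) and DESeq2 1. Splitting MF1 and HF2 from MF2 and HF1, with 1 library of each diet per side, gave 16 regions in all nuclei by edgeR. In EXC it gave 21, more than diet. Between diets, edgeR called 1 region in ODC, 2 in MG and 2 in DG-M, where DESeq2 called 1, 0 and 0. In INH, OPC, CA1, CA3 and DG-i edgeR and DESeq2 both called 0, with 3887, 1582, 4366, 4018 and 2231 regions at unadjusted p under 0.05. AST had 0 by edgeR (1707 unadjusted) and 1 by DESeq2. Leaving out MF2 moved the number of regions most, to 762 in all nuclei, 114 in EXC, 56 in ODC, 39 in MG and 32 in DG-M. Peaks of most called regions differed in width between libraries, but 5 of 25 in all nuclei and 2 of 14 in EXC had like widths in all 4. Counting differences of any size, 22 of the 25 and 13 of the 14 were wider in the diet with more insertions. For 17 of the 25 the change in insertions per base pair was under 50% of the change in insertions.

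The region with the smallest FDR in all nuclei was chr1:20743607-20744529, which lies in no annotated gene and 12702 bp from the start of Il17a. It rose by a log2 of 2.44 (SE 0.325, edgeR FDR 1.12e-06), with counts of 17, 22, 105 and 130 in MF1, MF2, HF1 and HF2. A region over coding sequence of Rgs3 (chr4:62651149-62653789) rose by 1.38 (SE 0.186, edgeR FDR 1.12e-06, counts 109, 351, 634 and 679) in all nuclei and by 2.03 (SE 0.257, edgeR FDR 0.00292, counts 35, 26, 174 and 181) in ODC. In all nuclei it was not called without MF1 (0.79, FDR 0.165). A region over coding sequence of Bcr (chr10:75135004-75136185) changed by -1.01 (SE 0.159, edgeR FDR 0.000174, counts 531, 570, 284 and 321) in all nuclei and by -0.98 (SE 0.177, edgeR FDR 0.00556) in EXC. The EXC call was lost without HF1 (FDR 0.492) and without HF2 (FDR 0.0505).

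In EXC a region over coding sequence of Asmt (chrX:170674647-170675826) rose by 1.09 (SE 0.182, edgeR FDR 0.00132, counts 258, 293, 522 and 681), with an FDR of 0.255 without MF1 and 0.154 without HF2. In DG-M it rose by 1.29 (SE 0.231, edgeR FDR 0.0110). That call was lost without MF2 (FDR 0.228), without HF2 (0.139) and without HF1 (0.0548). An exonic region of Pip5k1b (chr19:24316871-24318362) changed by -1.33 in EXC (SE 0.242, edgeR FDR 0.00556, counts 148, 171, 49 and 81), with an FDR of 0.632 without HF1. An intronic region of Rptor (chr11:119758419-119759817) changed by -1.61 in DG-M (SE 0.261, edgeR FDR 0.00166, counts 122, 146, 36 and 54), with an FDR of 0.202 without HF1. In MG, a region over untranslated sequence of Creb1 (chr1:64600485-64601730) had counts of 54, 28, 0 and 2, and chr1:92741933-92743482, in no annotated gene, had 53, 31, 3 and 2 (both edgeR FDR 0.0115). None of these regions had peaks of like width in all libraries. No region over Cmss1 or Filip1l was called, and chr16:57391067-57392017 in Cmss1 changed by -0.63 in all nuclei and by -0.57 in EXC.

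Expression and accessibility correlated across genes with r = 0.584 in MF and 0.576 in HF (17132 genes, which are not independent replicates). Restricting accessibility to 2 kb around transcription starts moved this most, to 0.396 and 0.378. The change in expression between diets in EXC was nearly unrelated to the change in accessibility (r = -0.046, 15178 genes). Its sign turned whichever library was left out, from 0.020 without HF2 to 0.106 without HF1. Those values hold unequal replicate numbers per diet, and the changes between replicate numbers correlated at 0.29. Differences by replicate number therefore enter them, and the turn does not show that the value for diet is unstable.

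The split of the libraries by replicate number gave more genes than the split by diet. Replicate 2 against replicate 1 libraries, a split with 1 library of each diet on each side, gave 907 genes in EXC by edgeR, 680 of them lower, 757 in all nuclei, 464 in DG-M and 362 in DG-i. The remaining split (MF1 and HF2 against MF2 and HF1) gave 0 in EXC by edgeR, with 377 at unadjusted p under 0.05. It gave 5 in OPC, as many as diet, and 6 in CA3 and 2 in DG-i, where diet gave 0. In all nuclei and in the other types both gave 0. The differences by replicate number lie in the residual of the diet fit and widen its errors, so 0 genes by diet against 907 by replicate number does not rank the sizes of the effects. With nuclei as replicates, the Wilcoxon test called 173 genes between diets in EXC, 16 higher and 157 lower in HF, of which 59 were RP genes. The same test called 1470 genes in EXC between replicate numbers, with 82 RP genes, and 172 in the remaining split, with 5. In DG-M the numbers were 98 for diet, 811 for replicate number and 69 for the remaining split, and in DG-i 29, 217 and 14. The split by replicate number called more genes than diet in 10 of 10 cell types. The remaining split called more than diet in 6 of them and fewer in EXC, DG-M, DG-i and MG (10 against 20).

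**Figure D4:**
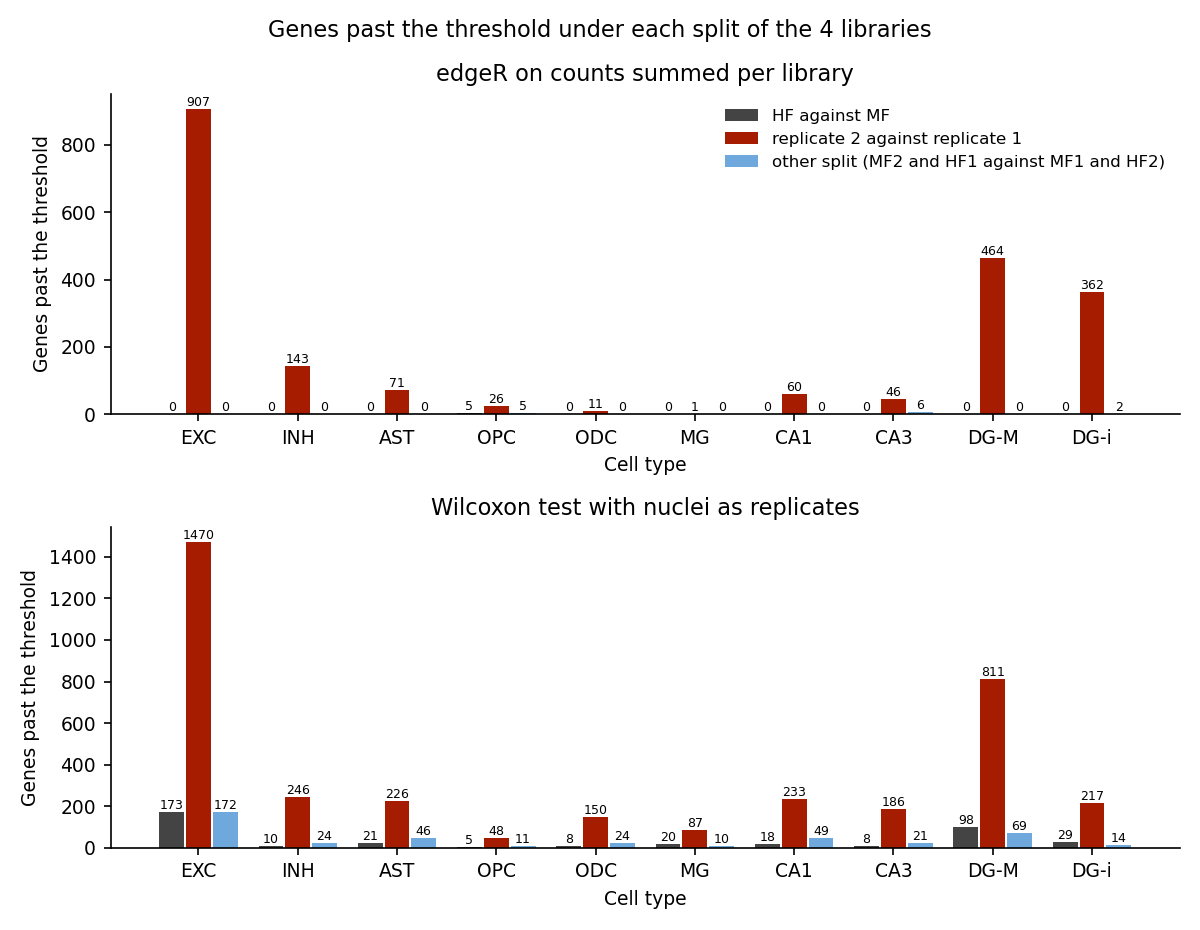
Genes past the threshold per cell type when the 4 libraries are split by diet, by replicate number and in the remaining way. Bars are gene counts by edgeR on library sums (top) and by the Wilcoxon test with nuclei as replicates (bottom).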

Values the study reported

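The study retained 11,148 joint profiles, with medians of 7260 RNA counts, 2931 genes and 10,945 ATAC counts per nucleus, and resolved them into 13 clusters. Its classes held 6333 excitatory neurons, 929 inhibitory neurons, 1401 astrocytes, 869 oligodendrocytes and 679 microglia. Expression correlated with accessibility at r = 0.73 on the moderate diet and 0.74 on the high diet. Diet altered 173 genes over 6 cell types, 156 of them only in excitatory neurons. Within the excitatory subtypes 109 genes differed, 84 of which were shared with the analysis of all excitatory neurons. Immature granule neurons had 29 of these genes, including 20 ribosomal protein genes, and mature granule neurons had 90, including 32 ribosomal protein genes. No cell type was reported to change its share.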

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

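The comparisons of diet responses between cell types, and the tests of their causes, were chosen after the results per cell type were seen. The test on haemoglobin in DG-M was set with its value already known, and the test on choroid plexus genes in AST with the sum over 11 of them known. Both replaced fits or gene choices that fixed part of their outcome. Each comparison took the diet difference of a pair of cell types in an edgeR fit with library as a block.

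The diet difference of RP genes was more negative in DG-M than in CA1, by a median log2 of -0.12. Camera at its preset correlation gave a p of 0.00115, and with estimated correlation 0.552, while fry gave 0.528. A candidate explanation was a single library, which predicted that the difference falls to under 50% without MF1. It was -0.0025 without MF1 and -0.21 without MF2, which fits that prediction. No single gene had a different diet response in this pair (0 by edgeR, 621 at unadjusted p under 0.05). Leaving out a library gave 1 to 17 genes, the 17 without MF2.

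RP genes also differed between DG-M and CA3, by -0.14 (camera 0.000902, 0.435 with estimated correlation, fry 0.357). The same prediction was tested, and the difference without MF1 was -0.053, under 50% of its size. The leaning of RP genes towards DG-M in both pairs was therefore carried largely by MF1.

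Between CA3 and DG-M, 5 genes had a more negative diet response in DG-M by edgeR (544 at unadjusted p under 0.05). They were Hbb-bt (-2.56), Hba-a1 (-2.18), Hba-a2 (-2.01), Hbb-bs (-1.67) and Il1rapl2 (-1.99). If haemoglobin RNA of single nuclei was the cause for the haemoglobin genes, most counts of DG-M in MF1 were to lie in a few nuclei, and 67.0% lay in the top 1%. Leaving out MF1, MF2, HF1 or HF2 gave 0, 7, 15 and 8 genes. For the 4 haemoglobin genes the difference is consistent with a few nuclei of MF1, whose DG-M value of 2986 CPM stood against 274, 225 and 229 in the other libraries. Il1rapl2 has another source: its counts were 21, 34, 89 and 163 in CA3 of MF1, MF2, HF1 and HF2 and 674, 752, 934 and 661 in DG-M, so its difference came from higher CA3 counts in both HF libraries. In CA3 alone it rose by a log2 of 1.97 without being called by edgeR (FDR 1.0), and a cause was not tested.

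Between AST and EXC, 2 genes had a different diet response by edgeR (636 at unadjusted p under 0.05), Ttr (-2.94) and Htr2c (-4.08). Htr2c had counts of 1, 5, 265 and 4 in AST of MF1, MF2, HF1 and HF2, against 1300, 1247, 1766 and 1507 in EXC. The tested explanation was choroid plexus RNA or nuclei in HF1. Under it, most other choroid plexus genes are highest in AST of that library. Of the 10 with at least 10 counts in AST, 8 were, among them Enpp2 with 127 CPM in HF1 against 18.2, 45.8 and 29.0 in MF1, MF2 and HF2. Cab39l and Trpm3 were highest in MF2. The counts of most of the 8 were low, and AST of HF1 had the most UMIs in total, so the minimum of 10 counts favours genes seen there. Fits without 1 library called 1 gene (without MF1), 5 (without MF2), 14 (without HF2) and 1 (without HF1). The last was neither Ttr nor Htr2c, which says nothing on the source, since nearly all AST counts of both lay in HF1.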

How the results depend on the processing

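The results followed here and all alternatives but 3 were set before the data were examined. The tests that keep clusters of high doublet score in their class, that leave out the top 1% of nuclei for haemoglobin and Ttr, and that estimate the correlation for DG-i against DG-M were chosen after the results were seen. Over 88 results, 764 alternative settings gave the same outcome 556 times, a weaker one 39 times and a stronger one 4 times. They gave a moved value 131 times and a reversed direction 34 times. For counts of genes or regions, the same outcome meant within 1.5 times. For shares, haemoglobin and Ttr it meant an equal sign only, at any size. Haemoglobin in OPC, at -4.09 with all libraries and -0.18 without MF1, therefore counted as the same. By that measure RLE normalization, no fold minimum, a pseudocount of 5 CPM, thinned shares and leaving out the top 1% of nuclei changed no outcome. RLE normalization did shift region counts, from 25 to 27 in all nuclei and from 14 to 12 in EXC.

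Results that kept their direction in the settings tried included the RP difference of DG-i over DG-M (0.66 to 0.83) and the share differences of EXC (-6.29 to -3.29 points), AST (2.11 to 7.30), ODC (0.844 to 2.03), OPC (-0.580 to -0.124), CA1 (-3.61 to -0.303) and DG-M (0.798 to 2.11). Jph1 in DG-M (0.19 to 0.47) and DG-i (0.33 to 0.85), Filip1l in EXC (-0.93 to -0.11) and each named region kept theirs too. So did haemoglobin in AST, OPC, ODC, MG, CA1, DG-M and DG-i, but only in sign, since it shrank in each of them without MF1. It became -0.018 in ODC, -0.17 in AST, -0.18 in OPC and -0.27 in DG-M. In CA1 and DG-i it became -0.44, and in MG -0.64. The correlation of expression with accessibility kept its sign. It was 0.396 in MF and 0.378 in HF with regions within 2 kb of transcription starts, and 0.676 and 0.669 with all genes of any count. The share of regions present in all libraries was 60.8% for peaks found in at least 1% of nuclei. Per peak, 76.3% had a partner of reciprocal 50% overlap in all other libraries, against 76.8% with any overlap.

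Leaving out single libraries moved gene counts in every cell type. The lowest and highest numbers of genes by edgeR were 0 and 110 in all nuclei (110 without MF2), 1 and 15 in EXC (15 without HF1), 7 and 35 in INH (35 without HF1), 3 and 13 in AST, 1 and 9 in OPC, 0 and 62 in ODC (62 without MF1), 1 and 9 in MG, 3 and 19 in CA1, 0 and 4 in CA3, 0 and 11 in DG-M, and 1 and 8 in DG-i. For regions they were 27 and 762 in all nuclei, 13 and 114 in EXC, 0 and 58 in INH, 2 and 68 in AST, 1 and 11 in OPC, 2 and 56 in ODC, 8 and 39 in MG, 3 and 62 in CA1, 0 and 10 in CA3, 3 and 32 in DG-M, and 0 and 42 in DG-i. The highest region counts came without MF2, except in CA3, where it was without HF1. MF2 had the most ATAC counts per nucleus, and the cause was not tested.

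Leaving out libraries also turned directions. The RP median in EXC was -0.64 without HF1, -0.45 without MF2, 0.06 without MF1 and 0.088 without HF2. It ran from -0.62 to 0.042 in DG-M and from -0.79 to 0.15 in DG-i. OXPHOS genes in EXC ran from -0.49 (camera p of 3.26e-17, without HF1) to 0.30 (2.29e-10, without HF2), and folate genes from -0.024 without MF2 to 0.064 without MF1. The change in expression against accessibility in EXC ran from 0.020 to 0.106. Share differences ran from -1.60 to 0.724 points for INH, -3.93 to 0.191 for MG, -0.509 to 1.27 for CA3 and -3.50 to 0.709 for DG-i. Cmss1 in EXC ran from -0.93 without HF2 to 0.11 without MF2, Tpt1 in DG-i from -0.86 to 0.11 without MF1, and Hba-a2 in OPC from -5.09 without MF2 to 0.060 without MF1.

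Haemoglobin differences depended on MF1. They ran from -2.21 to 0.37 in all nuclei, -2.16 to 1.09 in EXC, -3.25 to 0.051 in INH and -1.45 to 0.86 in CA3, the highest without MF1 in each. Ttr depended on HF1 and MF1. It ran from -0.75 to 9.25 in all nuclei, -1.77 to 7.54 in EXC, -0.21 to 4.76 in CA1, -1.37 to 3.43 in CA3 and -2.57 to 7.23 in DG-M, the lowest without HF1 in each. In INH Ttr kept its direction, at 2.32 without HF1. Several Ttr settings gave no value, because a diet was left with no count: without MF1 or HF1 in several cell types, and the thinned share in CA1.

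Without a low-count filter edgeR called 18 genes in all nuclei, 4 in EXC, 22 in INH, 13 in AST, 17 in ODC, 12 in MG, 8 in CA1, 8 in CA3, 7 in DG-M and 6 in DG-i. For regions the same setting gave 1 in AST, 6 in ODC, 13 in CA1 and 9 in DG-i. The cause was not tested.

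With nuclei as replicates the Wilcoxon rank sum test called 173 genes in EXC, 10 in INH, 21 in AST, 8 in ODC, 20 in MG, 18 in CA1, 8 in CA3, 98 in DG-M and 29 in DG-i, and in OPC 5, as many as edgeR on library sums. Nuclei of a library share its handling, and the split by replicate number gave more genes than diet in all 10 cell types.

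The DESeq2 Wald test called 0 genes in OPC, where edgeR called 5, and 3 regions in all nuclei, 1 in EXC, 1 in AST, 0 in MG and 0 in DG-M. Only regions of 1 peak per library with widths within 20% gave 16 regions in all nuclei, 1 in EXC and 0 in ODC, MG and DG-M. The cause of the difference between the tools was not tested.

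The replicate number of the labels was added as a replicate block in 1 setting, although the labels pair no samples and only 2 pairs exist. Deviations of the replicate 1 libraries from their diet means correlated across genes or regions by 0.227 to 0.553 in RNA and 0.0141 to 0.181 in ATAC, which are not independent replicates. The block takes the differences by replicate number out of the residual of the diet fit. With the block edgeR called 21 genes in all nuclei, 4 in EXC, 8 in INH, 1 in AST, 34 in MG, 1 in CA1, 14 in CA3, 8 in DG-M and 8 in DG-i. Regions numbered 89 in all nuclei, 36 in EXC, 10 in INH, 2 in AST, 1 in OPC, 4 in MG, 12 in CA1 and 4 in DG-M. RP medians with the block were -0.25 in EXC, -0.25 in DG-M and -0.34 in DG-i. Leaving out 1 library leaves the replicate numbers unbalanced between diets, so differences by replicate number enter those fits. OXPHOS genes in EXC had a median of -0.058 with the block (camera p of 0.0151).

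Camera with estimated correlation left the medians of RP genes at -0.22 in EXC, -0.23 in DG-M and -0.35 in DG-i and gave p-values of 0.462, 0.453 and 0.431. Fry gave 0.658, 0.622 and 0.631 for the same medians. For DG-i against DG-M (0.83) the estimated correlation gave 0.223 and fry 0.00402, so only that call held under fry and none under the estimated correlation.

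Clustering choices moved some results. Clustering with the left-out genes gave 2 genes in MG and a higher clustering resolution 68, against 0. The higher resolution turned the CA3 share difference to -0.227, Grin2a in OPC to 0.26 and the RP difference of the granule stages to 0.66. Without the ATAC filter the CA3 share difference was -0.368. With Scrublet doublets left out 0 genes were called in OPC. With clusters of high doublet score kept in their class 4 were called there and Grin2a became 0.19. The cause of the change in MG was not tested.

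With 2 libraries per diet the smallest exact permutation p was 0.333 at any depth. Recovery of 1.5-fold changes in simulated counts was 6.85% in all nuclei, the deepest sums, and 20.9% in CA1, so depth alone did not set it. For regions it stayed at 23.9% or less. Depth limited the number of genes tested, 7466 in OPC with at most 163 nuclei per library against 16024 in EXC.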

Other observations

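The tests of sequence copies, peak widths, single nuclei, haemoglobin UMIs per nucleus, the genes called in OPC, the astrocyte share and the cytoplasmic lists by replicate number were chosen after the results were seen. Predictions for haemoglobin background in CPM, choroid plexus RNA, cytoplasmic RNA by diet, the ribosomal RNA repeat, nuclei as replicates, depth and gene length were written before their tests were run, the one on gene length after the list medians had been seen.

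Median ATAC counts per nucleus were 17676.5 here. The study printed a lower median, and a count of transposition sites per nucleus runs higher than a count of fragments. Clustering gave 24 clusters. The study resolved fewer, under other settings and names. EdgeR on library sums called 0 genes in EXC and 5 in OPC. The study, with nuclei as replicates, reported more genes in EXC and its subtypes.

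Background RNA from blood was tested as the cause of the low haemoglobin counts in all cell types. The prediction written before the test used CPM, in which the highest cell type of MF1 stood 3.97 times over the lowest with the top 1% of nuclei left out. Background adds a like number of UMIs to each nucleus, so its CPM follows depth, and that ratio decides nothing. The test was therefore repeated on UMIs per nucleus, where background predicted values above 0 in every type that differ far less than depth. The ratio of the highest to the lowest cell type was 1.70 in MF1 (11.2 against 6.59 UMIs), 1.38 in MF2, 2.57 in HF1 and 1.78 in HF2, while the same ratio of median UMI depth was 8.07, 9.93, 11.3 and 10.8. These values fit background as a source of the low counts. A part that rises with depth stays open, and so does an effect of diet, since 1 library of MF carried most of the difference. Without the ATAC filter a cluster of 78 barcodes had the 4 haemoglobin genes as its top genes, and 76 of them came from MF1. The share of nuclei with a haemoglobin UMI after thinning to 1000 UMIs was 49.4% in MF and 27.5% in HF over all nuclei. The erythroid transcript Slc4a1 was near the floor, with 7, 1, 5 and 2 counts in MF1, MF2, HF1 and HF2. The erythroid list in EXC had a median log2 change of 0.00.

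Single nuclei held far more haemoglobin than background could give. The largest count was 8639 UMIs in 1 nucleus, while medians were 8, 2, 1 and 2 in MF1, MF2, HF1 and HF2, which is against a uniform background as the only source. Nuclei with at least 1000 haemoglobin UMIs numbered 5, 1, 2 and 0. In OPC of MF1 the top 1% of nuclei held 86.7% of haemoglobin counts, which fits the prediction that a few nuclei with RNA of other cells likely made the haemoglobin calls there. Grin2a, the other gene called in OPC, stayed at -1.50 without MF1, with 28 counts in MF2 against 13 and 9 in HF, so MF1 alone does not account for it. Its change was -0.61 without nuclei over the doublet score, as predicted if RNA of other cells in such nuclei was the source, and the counts are few. Without the top 1% of nuclei the log2 haemoglobin difference between diets was -1.60 over all nuclei and -1.76 to -1.49 across cell types, so single nuclei do not make the whole difference, and MF1 was the highest in 10 of 10 cell types.

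Choroid plexus RNA was tested as the source of Ttr. The choroid plexus list predicted a joint rise, and its median over 14 genes in all nuclei was 0.18 (camera p of 0.0557, 0.379 with estimated correlation). Its members were near the floor or expressed by the tissue, so this source cannot be told apart from others. In EXC 9 genes of the list had a median of -0.01. The 11 members each under 1 CPM over MF2 and HF2 together reached 3.33, 3.33, 9.51 and 2.70 CPM in MF1, MF2, HF1 and HF2. They were highest in HF1 in 6 of 10 cell types, but their choice keeps MF2 and HF2 low. It does not bind MF1. In AST these genes reached 10.9, 7.85, 52.3 and 6.69 CPM in the same order, on 6, 6, 74 and 6 counts. They were highest in MF2 in ODC and MG, in MF1 in CA3 and in HF2 in DG-i. Nuclei with a Ttr UMI made up 33.4% of HF1 (8.92% after thinning to 1000 UMIs), 6.21% of MF1 (1.29%), 0.967% of HF2 (0.104%) and 0.133% of MF2 (0.0448%). In AST of HF1, 87.7% of Ttr counts lay in the top 1% of nuclei, and the largest count was 549.

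Less cytoplasmic RNA in HF could lower RP genes. It predicted that OXPHOS, mitochondrial and other abundant cytoplasmic messages fall by a like amount. In EXC the OXPHOS median was -0.023, other cytoplasmic messages changed by -0.04 (24 of 39 lower), mitochondrial transcripts by -0.07 (10 of 13) and other translation factors by -0.13 (23 of 24, camera p of 0.00226, 0.536 with estimated correlation, fry 0.674). In AST the RP median was -0.15, cytoplasmic messages changed by -0.19 and mitochondrial ones by -0.29. The lists moved alike in AST and apart in EXC, so cytoplasmic RNA cannot be told apart from a change of the RP genes. Glucocorticoid-responsive genes changed by -0.09 in EXC and -0.28 in AST, and immediate early genes by -0.09 in EXC. None of these lists passed 0.05 with estimated correlation or fry.

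The Cmss1 counts may come from reads placed on a repeated sequence. If the ribosomal RNA repeat was the cause, Cmss1 was to follow Gm42418 and AY036118 in every cell type, and the locus was to hold sequence of the repeat. As a description of these libraries, Cmss1 lay at percentiles of 95.6 to 99.96 of tested genes in likeness to these transcripts. The Gm42418 interval had 25 alignments in the genome and 0 in Cmss1, so the repeat cannot be told apart from other causes. The region chr16:57391067-57392017 in Cmss1 had 8900, 2699, 5555 and 2800 insertions in MF1, MF2, HF1 and HF2, ranking 12, 1771, 292 and 2202 among all shared regions, while the region at the gene start had 807, 976, 1104 and 1050. Its sequence had 18 copies elsewhere with at least 90% identity over 200 bp, 17 of them placed on 12 chromosomes. The 8 tested genes that hold the other copies followed Cmss1 more closely than 99.99% of 10000 random lists matched on level, and 4 regions over copies followed the Cmss1 region more closely than 100% of random lists of regions. The region and the RNA of Cmss1 did not run together, since Cmss1 had 192, 335, 139 and 276 CPM in EXC of MF1, MF2, HF1 and HF2. The likeness of the regions over copies fits the prediction of a sequence present in many copies, over 4 libraries. The RNA test cannot decide, because its random lists were matched on level and not on gene length. The longest genes were higher in replicate 2 in 10 of 10 cell types, and Cmss1 in EXC was too. For the RNA, shared copies therefore cannot be told apart from a difference by replicate number.

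Treating nuclei as replicates was tested as the source of genes called between diets. If single libraries made the calls, splits with 1 library of each diet on each side were to call as many. The split by replicate number called 1470 genes in EXC against 173 for diet, 246 against 10 in INH, 226 against 21 in AST, 48 against 5 in OPC, 150 against 8 in ODC, 87 against 20 in MG, 233 against 18 in CA1 and 186 against 8 in CA3. RP genes among them numbered 82 against 59 in EXC, 79 against 31 in DG-M and 74 against 20 in DG-i. The remaining split went another way. It called at least as many genes as diet in 6 of 10 cell types, but 172 against 173 in EXC, 10 against 20 in MG, 69 against 98 in DG-M and 14 against 29 in DG-i, and its RP genes numbered 5, 1 and 0 in EXC, DG-M and DG-i. The prediction was met by 1 split and only in part by the other, so differences between single libraries cannot be told apart from an effect of diet for these genes.

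The AST share was 6.11 and 11.3% in MF and 15.2 and 11.6% in HF, and the libraries of MF differed by 5.18 points, more than the 4.70 points between diets. Recovery of a single library therefore cannot be told apart from an effect of diet.

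Peak widths may explain part of the regions called between diets. In all nuclei 17 of 25 regions changed in insertions per base pair by under 50% of their change in insertions, and 18 still separated the diets by density. In EXC the numbers were 6 and 10 of 14. Width and accessibility cannot be told apart for these regions. Among regions of like width 16 were called in all nuclei, 5 of them called among all regions too, so peaks of different width in the libraries are not the only source.

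Libraries of the same replicate number resembled each other in RNA across diets. In EXC, replicate 2 over replicate 1 gave median log2 changes of -0.62 for RP genes, -0.60 for OXPHOS, -0.49 for other cytoplasmic messages (39 of 39 lower), -0.44 for other translation factors and -0.52 for immediate early genes. More cytoplasmic RNA in replicate 1 was tested as a cause and predicted a fall of mitochondrial transcripts too. These changed by -0.021 in EXC (7 of 13 lower) and by -0.36 in DG-i, so that cause cannot be told apart. A different share of spliced messages predicted an order by gene length outside the lists. From the shortest to the longest 25% of genes the medians in EXC were -0.17, -0.09, 0.01 and 0.17, with the shortest lower and the longest higher in 10 of 10 cell types, which fits. The same order went with diet at a smaller size, with the shortest genes lower and the longest higher in HF in 10 of 10 cell types. These medians ran from -0.05 to 0.06 in EXC, -0.12 to 0.10 in AST, -0.11 to 0.12 in MG and -0.09 to 0.09 in DG-M.

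Depth per nucleus was tested as a cause of the resemblance. If it was the only cause, few genes were to be called after thinning each EXC nucleus to 2000 UMIs. The split by replicate number then called 490 of 12311 tested genes, against 907 of 16024 without thinning, and whether these are the same genes was not counted. That argues against depth as the only cause. Thinning also cut the sums, in MF1 from 14554234 to 2844000 UMIs, so the smaller number does not show that depth explained a part. Thinning left 0 for diet (151 at unadjusted p under 0.05) and 0 for the remaining split. Nuclei below that depth, left out of the thinned sums, numbered 8, 22, 31 and 35, and median UMIs of EXC nuclei were 8704.5, 8989, 9179 and 9290.5 in MF1, MF2, HF1 and HF2. EdgeR on unthinned sums gave 143 genes by replicate number in INH, 71 in AST, 26 in OPC, 11 in ODC, 1 in MG, 60 in CA1 and 46 in CA3. For regions the split by replicate number gave 63 in all nuclei and 152 in EXC, and the remaining split 16 and 21, against 25 and 14 for diet. The change in expression of EXC genes correlated with the change in accessibility at 0.291 between replicate numbers and 0.0147 in the remaining split, across genes that are not independent replicates.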
